A study of Mus musculus with 4 samples. Its data were reported in "A CSF-1R-blocking antibody/IL-10 fusion protein increases anti-tumor immunity by effectuating tumor-resident CD8+ T cells" (2023).

How the data were processed

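Tumours of a mouse line of head and neck squamous cell carcinoma, MTC-Q1 in the labels and its luciferase subline MTCQ1-2 in the study, were grown in C57BL/6 mice, and mice received control IgG (Ctrl), IL-10-Fc, an antibody against the CSF1 receptor (aCSF1R) or BF10, the same antibody fused to IL-10. Per the labels, tumours were dissociated, dead cells were removed, CD45-positive cells were taken with microbeads, and droplet libraries of polyadenylated RNA with unique molecular identifiers (UMIs) were made on the 10x Genomics platform. There were 4 groups with 1 library each, and the number of animals behind a library was not given. The labels carry the same text on the fusion protein for every sample and name 6 doses in one place and 4 in another, so dosing was not used.

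The deposited matrices hold raw UMI counts per gene and cell barcode, which the authors made with Cell Ranger 5.0.1 against mm10 and which keep only barcodes called as cells. All 4 matrices list the same 32285 gene IDs, and 99.6% of these IDs were found in the annotation used here for gene positions. A deposited aggregated matrix held as many barcodes but only 88.8% of the UMIs, and it was used only for this check. No cell annotation by the authors was used here, so cell names were rebuilt from expression, and a difference from the study may come from the rebuilt names.

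Following the filter the study states, barcodes with over 10% mitochondrial UMIs, under 1000 genes, or more genes than the 95th percentile over all libraries (7489 genes) were left out. Counts per cell were scaled to 10000 and log-transformed, 2000 variable genes were chosen within libraries without antigen receptor segments, and cells were clustered together with 30 principal components, 15 nearest neighbours, a graph of shared neighbours and Leiden resolution 1, with seed 0 and no batch integration. Clusters were named X-like from 17 lists of lineage markers, with Csf1r left out since it is a drug target. Marker lists were fixed before the data were examined, as were the gene lists, the rule for named genes, the comparisons and most of the other settings tried. The thresholds for naming were set after the clusters were seen. A marker counted as present in a cluster at 20 CPM and at 20% of its highest cluster. A cluster took the name of a list with 50% of its markers present. Where several lists reached this, the cluster took the name of the only list with 4 markers at least 10-fold over the other cells. A cluster without such a list, with under 3 detected markers, or with more markers of another list among its top 10 genes stayed unnamed. T-like cells were clustered again by the same steps, and the rule that calls a T sub-cluster mixed (2 markers of another lineage among its top 10 genes) was also set after the data were seen.

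Doublets were treated through the upper limit on genes per cell. Scrublet was run on each library, but its own threshold marked 2.87% of Ctrl cells, 0.169% of IL-10-Fc cells, 0.0193% of aCSF1R cells and 0.0614% of BF10 cells, so it did not work in 3 of the 4 libraries. Removal of its calls was still tried, as chosen beforehand, and removal of the 5% of cells with the highest scores was added. Both of these settings also lifted the upper limit on genes per cell and clustered and named the cells anew. Lifting the limit without removing doublets was run beside them, and it too clusters and names the cells anew.

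With 1 library per group no test across samples was possible, so no p-value is given. Shares of cells have exact Clopper-Pearson 95% intervals, differences of shares have Newcombe intervals, and counts have exact Poisson intervals. A share of 0 is given with the limit that 3 counts allow. All of these cover counting error only, not differences between animals or libraries. Shares in T cell gates used UMIs after each cell was thinned to 2000 UMIs. Sums of CD8-gated and Foxp3-positive cells for expression used the same gates on unthinned cells, and so hold more cells (410 in place of 383 CD8-gated cells of Ctrl, for example). CD8-gated cells are T-like cells with a Cd8a or Cd8b1 UMI and no Cd4 or Foxp3 UMI.

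Within a class, counts were summed per library where both libraries held at least 50 cells, turned into counts per 1e6 UMIs (CPM), and compared as the log2 ratio with a pseudocount of 10 CPM. Genes were named by a rule of size: per class and comparison, the 5 highest and 5 lowest log2 ratios among genes with at least 50 CPM and 20 UMIs in the higher library. Mitochondrial, ribosomal, haemoglobin, antigen receptor, predicted, Xist and Y-linked genes, markers of another class and genes under 10% of their CPM in another class of the same library (free RNA) were left out of this rule. Members of the gene lists could be named as well.

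There were 26 gene lists: drug targets and ligands, T cell exhaustion, progenitor and memory T cell, cytotoxic effector, Treg program, IFN-gamma response, IFN-alpha response, MHC class II presentation, IL-10 and STAT3 targets, alternative and tissue-repair macrophage, pro-inflammatory macrophage, chemokines, complement and phagocytosis, hypoxia, glycolysis, oxidative phosphorylation, cell cycle, mature circulating NK, tissue-resident NK or ILC1, immature and granule neutrophil, tumour-associated neutrophil, immediate early and dissociation stress, mitochondrially encoded, and 3 lists of genes that the study used or named on bulk tumours. For each, members with at least 20 UMIs in the higher library count as measured, those at least 1.5-fold apart are counted, and the median log2 ratio has a range from 1000 resamplings of the counts. The percentile of a median among 10000 random lists matched on CPM is a description of these libraries, not a test.

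The comparison of sums was tested on simulated data, in which 200 of 10443 genes of the BF10 and Ctrl CD8-gated sums were changed. All 67 genes changed 1.5-fold came out in the right direction, and 9 of them passed the 1.5-fold limit. All 67 genes changed 2-fold and all 66 changed 4-fold passed it, as did 0 of the 10243 unchanged genes. The simulated sums held counting error only, with no variation between mice, libraries or mixtures of cells, and only genes of at least 50 CPM were changed. The simulation therefore does not give the rate of false differences in these libraries.

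Other settings chosen beforehand covered the cell filter, doublets, clustering resolution, naming of cells one by one, the denominator, the thinning depth, TMM scaling, CPM without mitochondrial, ribosomal and haemoglobin genes, a pseudocount of 1 CPM, no minimum count, thinned cells and the free RNA rule. Settings added after the data were seen were the removal of top Scrublet scores, UMI floors shared by the libraries, named classes as denominator, leaving out mixed T sub-clusters, leaving out cells with more than 50% of another lineage's markers, and lifting the upper gene limit without removing doublets for T cell gates and expression. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Scanpy 1.11.5, leidenalg 0.10.2, python-igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for TMM.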

Results

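RNA was counted in single CD45-positive cells taken with beads from MTCQ1-2 tumours of mice given control IgG (Ctrl), IL-10-Fc, aCSF1R or BF10, with 1 library per group and so no replicates and no test across samples. BF10 joins an antibody that blocks the CSF1 receptor to IL-10, and IL-10-Fc and aCSF1R are its parts given alone. The deposited barcodes numbered 6227 in Ctrl, 4202 in IL-10-Fc, 5208 in aCSF1R and 5016 in BF10. Total counts were 130893106 UMIs in Ctrl, 186319821 in IL-10-Fc, 136944829 in aCSF1R and 81442110 in BF10. The filter kept 19294 cells, with 6075 from Ctrl, 3269 from IL-10-Fc, 5090 from aCSF1R and 4860 from BF10. It removed 861 IL-10-Fc barcodes for too many genes, against 53 in Ctrl, 95 in aCSF1R and 24 in BF10. Median UMIs per kept cell were 15866 in Ctrl, 19486 in IL-10-Fc, 21345.5 in aCSF1R and 12795 in BF10. The lowest UMI count among deposited barcodes also differed, at 5423 in Ctrl, 7866 in IL-10-Fc, 10403 in aCSF1R and 3884 in BF10, so small or RNA-poor cells could enter some libraries and not others.

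Clusters were named T-like, NK-like, macrophage-like, monocyte-like, neutrophil-like, dendritic cell-like, pDC-like (plasmacytoid dendritic cells), B cell-like or fibroblast-like. Unnamed clusters held 11.4% of Ctrl, 29.9% of IL-10-Fc, 11.3% of aCSF1R and 8.07% of BF10 cells, and thresholds set after the clusters were seen kept them out of the classes. Shares below are of all kept cells after the CD45 selection.

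BF10 against Ctrl asks what the fusion protein does to immune cells in the tumour. T-like cells were 22.6% (95% interval 21.4 to 23.8) of BF10 and 9.73% (8.99 to 10.5) of Ctrl, a difference of 12.8 percentage points (11.4 to 14.2). Macrophage-like cells were 5.95% of BF10 and 18.1% of Ctrl, a difference of -12.2 points (-13.3 to -11.0), and monocyte-like cells were 10.5% and 34.4%, a difference of -23.8 points (-25.3 to -22.3). NK-like cells, lymphocytes that kill without antigen receptors, were 31.4% of BF10 and 23.9% of Ctrl. Neutrophil-like cells, which express S100a8 and S100a9, were 19.8% (18.7 to 20.9) of BF10 and 0.708% (0.513 to 0.952) of Ctrl. That share moved with the UMI floor: among cells with at least the lowest UMI count of both libraries it was 9.73% in BF10 and 0.708% in Ctrl, and above the highest floor of the 4 libraries the difference was 1.29 points. Neutrophil-like cells were shallow, with a median of 5120.5 UMIs in BF10, and came almost entirely from that library. Of the BF10 ones 57.6% lay in cluster 13 and 42.4% in cluster 16, which was led by inflammatory genes such as Il1rn and Cxcl2. Cluster 16 had 50% of the neutrophil markers, the least that the naming rule accepts, and cluster 13 had 100% and was 11.4% of BF10 and 0.609% of Ctrl cells. In the run with Scrublet calls removed 357 of the 408 BF10 cells of cluster 16 were unnamed, and the neutrophil-like share was 12.4%.

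**Figure D1:**
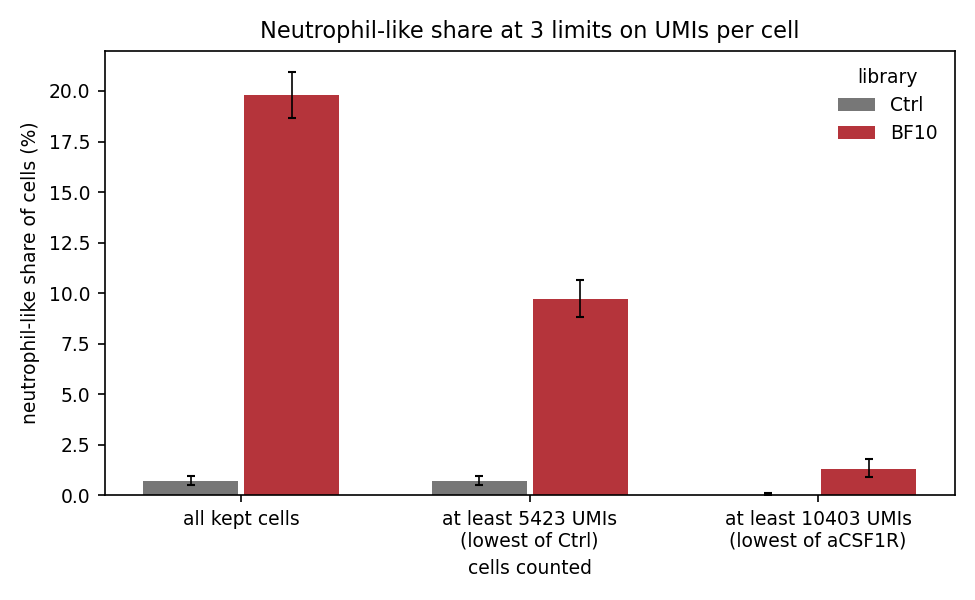
Neutrophil-like share of cells (percent) in BF10 and Ctrl among all kept cells, above the floor shared by the pair and above the highest floor, with exact 95% intervals as bars. The BF10 share was 19.8%, 9.73% and 1.31% in turn.

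Cluster 3 held the largest part of T-like cells, 64.8% in BF10 and 39.9% in Ctrl, followed by cluster 12. Cells with a UMI of Foxp3 (ENSMUSG00000039521, mm10 chromosome X, 7573644 to 7595245), the transcription factor of regulatory T cells, were 1.82% (1.12 to 2.80) of BF10 and 5.08% (3.45 to 7.17) of Ctrl T-like cells when each cell was thinned to 2000 UMIs, and 3.38% and 11.7% without thinning. The difference of -3.25 points was -0.752 in a run without the upper limit on genes per cell, where the shares were 0.561% (0.206 to 1.22) and 1.31% (0.530 to 2.69), and -0.664 with Scrublet calls removed as well. Both runs clustered and named the cells anew, and in the first of them 27 of the 37 Foxp3-positive T-like cells of BF10 and 57 of the 69 of Ctrl fell into unnamed clusters. Foxp3 in T-like cells as a whole was 13.6 CPM in BF10 and 40.1 CPM in Ctrl. NK-like cells, which should lack Foxp3, had it in 0.196% of BF10 and 0.138% of Ctrl cells. Median depth was 12232.5 UMIs in T-like and 17567 in NK-like cells of BF10, and 12982 and 26254.5 in Ctrl, and thinning left out 0 cells. CD8-gated cells were 79.7% of BF10 and 64.8% of Ctrl T-like cells (81.8% and 69.4% unthinned, and 80.4% and 71.4% with Scrublet calls removed). Of these, cells without Tcf7 (ENSMUSG00000000782, chromosome 11, 52252371 to 52283014), a factor of memory and progenitor T cells, and with Havcr2 (ENSMUSG00000020399, chromosome 11, 46454935 to 46481255), the TIM-3 checkpoint receptor, were 38.5% (35.2 to 41.8) of BF10 and 24.3% (20.1 to 28.9) of Ctrl, and 75.9% and 58.8% unthinned. That difference of 14.2 points was 24.3 at 4000 UMIs per cell and 21.6 without the upper gene limit. NK-like cells had a Havcr2 UMI in 5.04% of BF10 and 4.90% of Ctrl cells (26.9% and 32.4% unthinned). Macrophage-like cells had it in 16.6% and 13.4%, so neither class gives a background for Havcr2. Cells with Tcf7 and without Havcr2 were 3.78% (2.62 to 5.27) of BF10 and 7.05% (4.70 to 10.1) of Ctrl CD8-gated cells, and 8.47% and 17.6% unthinned. With Scrublet calls removed they were 3.27% (2.18 to 4.69) and 3.98% (2.24 to 6.48). The intervals overlapped in both runs, so no order is read from these shares. NK-like cells carried Tcf7 themselves, in 4.39% and 5.52% of cells (16.4% and 33.9% unthinned), so they give no background for it. Macrophage-like cells had Tcf7 in 1.04% of BF10 and 0.0909% of Ctrl cells. A T sub-cluster led by Ccl9, Ccl3 and Serpine2 took 494 of its 583 cells from BF10. It was 45.1% of BF10 and 17.5% of IL-10-Fc T-like cells, but 0.846% in Ctrl and 0.592% in aCSF1R. It was therefore not confined to BF10, but 1 library per group cannot separate treatment from library. CD8 exhausted-like sub-clusters, named from markers and mostly this one in BF10, were 38.2 points (34.1 to 41.9) above Ctrl in BF10. This difference was 13.6 points (8.95 to 18.3) in IL-10-Fc and 1.23 (-2.56 to 5.11) in aCSF1R. It depends on the naming rule, as unnamed sub-clusters held 44.0% of Ctrl and 25.4% of BF10 T-like cells. An unnamed one led by Gm156, Hilpda and Fosb was 29.9% of Ctrl and 0.365% of BF10. It had Pdcd1 at 356 CPM and Havcr2 at 213 CPM, but only 30% of the exhausted-like markers at the level needed. A named one had 294 and 241 CPM. By sub-cluster, BF10 minus Ctrl was -6.24 points (-8.92 to -3.93) for Treg-like, -10.3 (-14.3 to -6.46) for progenitor or memory-like and -2.99 (-6.37 to 0.142) for cycling cells. For IL-10-Fc these were -0.393 (-3.76 to 3.13), -8.74 (-13.3 to -3.99) and 2.49 (-1.73 to 6.84). For aCSF1R they were -2.68 (-5.80 to 0.482), -17.3 (-21.2 to -13.2) and 12.8 (8.14 to 17.5). All of these depend on the naming rule too.

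**Figure D2:**
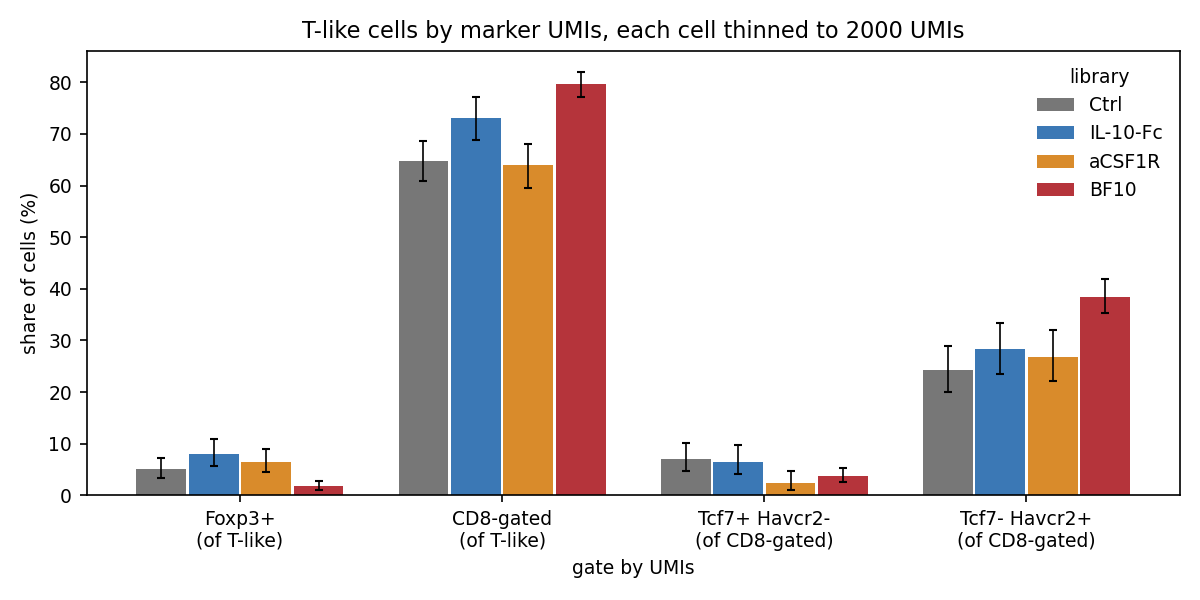
Shares (percent) of T-like or CD8-gated cells passing each gate at 2000 UMIs per cell in the 4 libraries, with exact 95% intervals as bars. The Foxp3-positive share was 1.82% in BF10 and 5.08% to 7.97% in the other libraries.

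In CD8-gated cells, gated without thinning for expression, the cytotoxic effector list had a median log2 ratio of 0.71 (counting range 0.67 to 0.74), with 9 of 16 measured members at least 1.5-fold higher in BF10 and 3 lower. Ccl3 (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355), a chemokine that draws leukocytes, was 2386 CPM (2360 to 2411) in BF10 and 305.6 CPM (292.9 to 318.7) in Ctrl, and Ccl4, Ccl5 and Ccl9 had log2 ratios of 2.04, 2.15 and 2.65. Gzmb and Prf1, which encode killing proteins of cytotoxic granules, had ratios of 1.53 and 1.07, whereas the granzymes Gzmf and Gzmd were lower at -1.05 and -0.82. The T cell exhaustion list had a median of 0.30 (0.22 to 0.39, percentile 96.5), with 4 of 12 members higher and 2 lower, and this median was 0.17 with TMM scaling and 0.14 without mitochondrial, ribosomal and haemoglobin genes. Its checkpoint gene Lag3, which like Ccl5 also led cluster 3, was 910.9 CPM in BF10 and 312.1 CPM in Ctrl, while Tox and Ctla4 were lower at -0.71 and -1.12. Klf2, which keeps T cells in circulation, was 28.6 CPM and 176.8 CPM. The progenitor and memory T cell list had a median of -0.31, with 1 of 11 members higher and 3 lower, and the Treg program list had -0.44, with 0 of 10 higher and 5 lower. The immediate early and dissociation stress list, which also marks handling of tissue, had a median of -0.80 (-0.95 to -0.72), with 12 of 21 members lower and 3 higher, led by Fosb at -2.42. Csf1, the ligand of the blocked receptor, had a ratio of 1.37. The mature circulating NK list had a median of 0.94 in these gated T cells and 0.19 without T sub-clusters that mix in genes of other lineages.

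NK-like cells of BF10 lay mostly in cluster 7 (50.9%), and the largest part of those of Ctrl lay in cluster 0 (39.9%). Their mature circulating NK list had a median of 0.69 (0.68 to 0.74), with 9 of 13 members higher and 1 lower, and their cytotoxic effector list had 0.46, with 7 of 16 higher and 4 lower. Gzmb, which also led cluster 7, had a ratio of 1.35, and Bcl3, a STAT3-induced regulator of NF-kB, was 65.9 CPM in BF10 and 17.7 CPM in Ctrl. Itgax and Ly6a had ratios of 1.60 and 1.42, and Ctsg and Rgs1 had -2.46 and -1.85. The cell cycle list had a median of -0.57, with 12 of 24 members lower and 0 higher. The tissue-resident NK or ILC1 list had a median of 0.11, which turned to -0.01 with TMM scaling.

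Macrophage-like cells, nearly all in cluster 2 in both libraries, had a higher IFN-gamma response list in BF10, with a median of 0.56 (0.48 to 0.62), 14 of 28 members higher and 1 lower. Among its members the GTPase Gbp2 had a ratio of 1.62, Irf1 had 1.26 and Cd274, which encodes PD-L1, had 1.47. MHC class II presentation genes were lower, with a median of -0.59 (-0.68 to -0.55) and 5 of 9 members lower, such as H2-Eb1 at -1.26. The oxidative phosphorylation list had a median of -0.57 with 12 of 27 members lower, the hypoxia list 0.55 with 8 of 16 higher and 1 lower, and the glycolysis list 0.34 with 2 of 13 higher. The cell cycle list had a median of -0.85 with 17 of 24 lower. Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700), an acute-phase protein gene, was 836.8 CPM (808.1 to 866.3) in BF10 and 31.7 CPM (29.1 to 34.4) in Ctrl. Nos2, which makes nitric oxide, was 493.3 CPM and 58.5 CPM. The lipid carrier gene Apoe was 615.8 CPM and 4537 CPM. The alternative and tissue-repair macrophage list was divided, with 6 of 16 members higher and 4 lower around a median of 0.21.

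Monocyte-like cells of BF10 lay mostly in cluster 4 (75.6%), and those of Ctrl mostly in cluster 1 (74.4%). In this comparison the median of all genes was 0.16, and -0.01 with TMM scaling, so values are given relative to it. The IFN-alpha response list had a median of -1.12 (-1.16 to -1.03), or -1.28 relative to the median gene, with 22 of 25 members lower and 0 higher. The interferon-induced genes Ifit1bl1 and Cxcl10 were among the top genes of cluster 1. A shift between clusters was therefore not told apart from a change within them. Ifit3, an antiviral gene, was 157.7 CPM in BF10 and 681.3 CPM in Ctrl. The relative medians were -0.99 for chemokines (11 of 16 lower, 1 higher), -0.98 for the pro-inflammatory macrophage list (10 of 17 lower, 2 higher) and -0.99 for the tumour-associated neutrophil list (9 of 15 lower, 0 higher). Relative medians were 0.66 for the immature and granule neutrophil list (7 of 12 higher, 1 lower) and 0.65 for the mitochondrially encoded list (8 of 12 higher, 0 lower). Saa3, which also led cluster 4, was 2784 CPM and 186.3 CPM, and Tmem176a and Lrg1 had relative ratios of 1.92 and 2.01. Csf1r (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149), the target of the antibody, was 331.6 CPM in BF10 and 279.5 CPM in Ctrl.

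**Figure D3:**
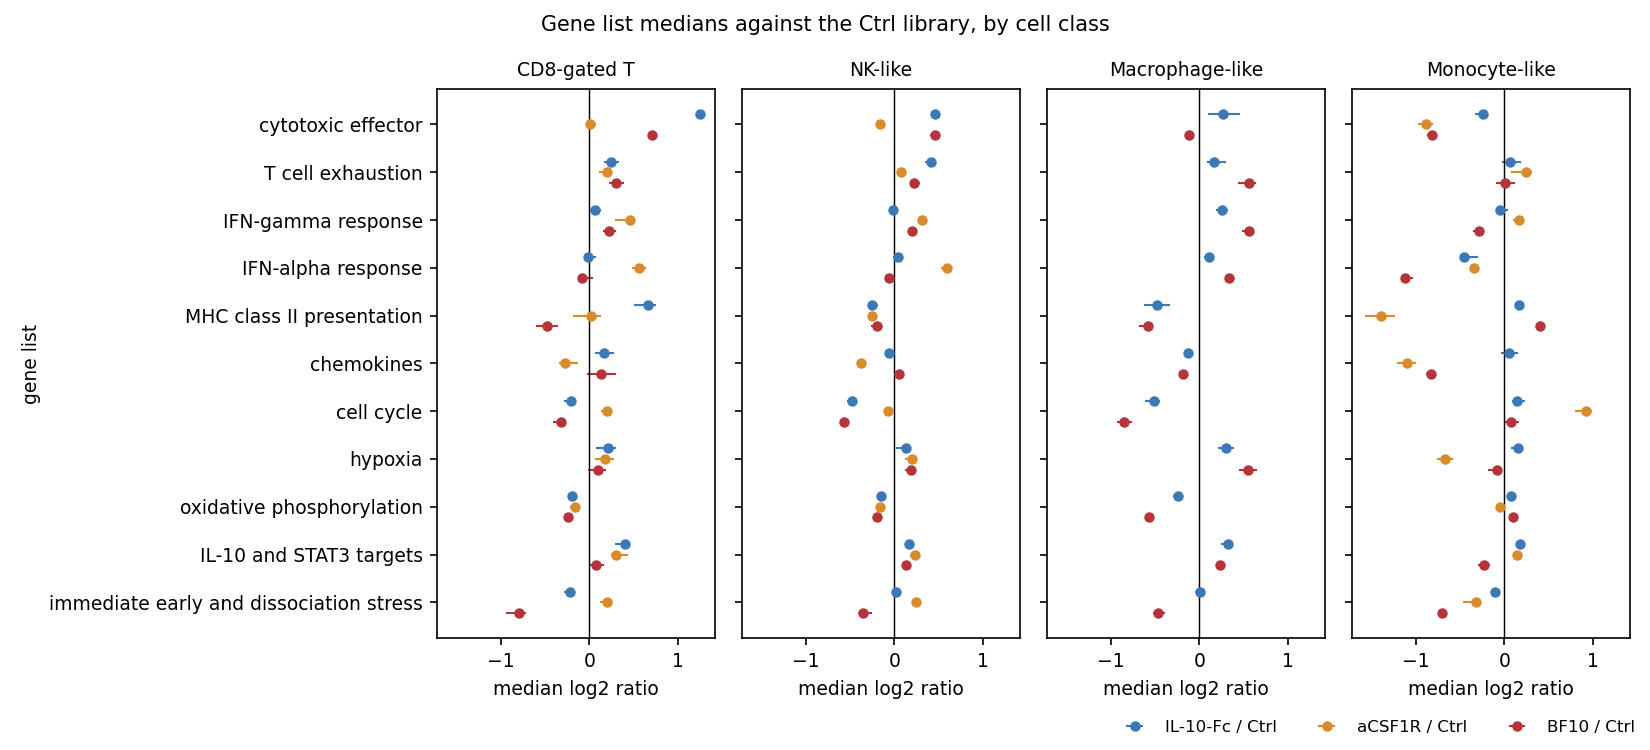
Median log2 ratio of gene lists within CD8-gated T-like, NK-like, macrophage-like and monocyte-like cells for each treatment against Ctrl, with bars for the range over resampled counts. Macrophage-like cells of aCSF1R are absent since there were only 39, and the IFN-alpha list of monocyte-like cells had -1.12 in BF10, -0.46 in IL-10-Fc and -0.35 in aCSF1R.

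IL-10-Fc against Ctrl asks what the cytokine part does alone. Monocyte-like cells were 12.0% (10.9 to 13.1) of IL-10-Fc and 34.4% of Ctrl, a difference of -22.4 points, and macrophage-like cells were 10.7% and 18.1%, a difference of -7.43 points. T-like cells were 14.2% of IL-10-Fc, 4.47 points (3.08 to 5.90) above Ctrl. This was 1.23 points without the upper limit on genes per cell and 2.21 points without the mixed T sub-clusters, but 9.27 points among cells of named classes and 10.3 among the 4 main classes. NK-like cells were 29.0%, 5.10 points above Ctrl, and this turned to -0.378 points without the upper gene limit. B cell-like cells were 2.23% of IL-10-Fc and 0.0165% of Ctrl, but only 9 of the 73 in IL-10-Fc (0.275% of its cells) were left without cells holding over 50% of another lineage's markers. The Foxp3-positive share was 7.97% (5.68 to 10.8) of T-like cells, 2.90 points (-0.0803 to 6.09) above Ctrl at 2000 UMIs (14.7% and 11.7% unthinned), which counting error could cover and which turned to -0.588 points without the mixed T sub-clusters. CD8-gated cells were 73.1% of T-like cells, 8.25 points (2.62 to 13.7) above Ctrl, and the difference was 2.06 above the highest UMI floor and 13.6 without the upper gene limit. Tcf7-negative Havcr2-positive cells were 28.3% of CD8-gated cells (65.9% unthinned), 4.04 points (-2.38 to 10.5) above Ctrl. This difference was 9.96 points with cells named one by one, 9.80 without the mixed T sub-clusters, 6.99 at 4000 UMIs per cell and 1.68 above the highest UMI floor. NK-like cells of IL-10-Fc had Foxp3 in 0.211% and Havcr2 in 8.55% of cells, at a median of 20642 UMIs against 14846.5 in T-like cells. They carried Havcr2 themselves, in 39.2% of cells unthinned, so they give no background for it.

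Cluster 3 held the largest part of T-like cells, 50.2% in IL-10-Fc and 39.9% in Ctrl. In CD8-gated cells the cytotoxic effector list had a median of 1.25 (1.23 to 1.27), with 10 of 16 members higher and 1 lower. Gzmb was 5937 CPM in IL-10-Fc and 2490 CPM in Ctrl, and Prf1 and Ccl4 had ratios of 1.25 and 1.23. The IL-10 and STAT3 targets list had a median of 0.40 (0.28 to 0.45) with 5 of 16 members higher and 0 lower, among them Socs3, a feedback inhibitor of STAT3 signalling, at 1.02. T cell exhaustion genes had a median of 0.24 with 4 of 12 higher, such as Lag3 at 0.68 and Cd38 at 1.21. Ccl9, Tyrobp and Spp1 had the highest ratios of the named genes, at 2.76, 2.62 and 2.43, and the mature circulating NK list had 0.94 in these cells but 0.55 without the mixed T sub-clusters, so NK genes were present in the sum. In NK-like cells, of which cluster 0 held the largest part in both libraries (40.8% and 39.9%), the cytotoxic effector list had 0.46 with 8 of 16 higher and 0 lower, the cell cycle list had -0.48 with 10 of 24 lower, and the chemokine gene Xcl1 was 174.2 CPM against 782 CPM.

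Macrophage-like cells of IL-10-Fc, nearly all in cluster 2, had a median of 0.26 for IFN-gamma response genes (6 of 27 higher, 1 lower), -0.48 for MHC class II presentation (4 of 9 lower) and -0.52 for the cell cycle list (11 of 24 lower). Saa3 was 985.4 CPM against 31.7 CPM, and Mrc1, the mannose receptor, and Arg1, an arginine-degrading enzyme, had ratios of 1.04 and 1.26. The IL-10 and STAT3 targets list had a median of 0.32, with Il4ra at 1.58. In monocyte-like cells, mostly cluster 1 in both libraries, the IFN-alpha response list had a median of -0.46 with 8 of 25 lower and 0 higher. Saa3 was 2010 CPM against 186.3 CPM, Arg1 was 140.5 CPM against 8.27 CPM, and Mrc1 had a ratio of 1.85. Foxp3-positive T-like cells, 68 in IL-10-Fc and 69 in Ctrl, had a cytotoxic effector median of 1.93 with 14 of 15 members higher. Their mature circulating NK list had 1.52 with 7 of 11 higher, so genes of NK cells were part of this sum, and without the mixed T sub-clusters 49 cells of IL-10-Fc were left, too few to compare. Without cells holding over 50% of another lineage's markers, 51 and 62 cells were left, and the cytotoxic and NK medians were 1.53 and 0.81.

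aCSF1R against Ctrl asks what receptor blockade does alone. Macrophage-like cells were 0.766% (0.545 to 1.05) of aCSF1R and 18.1% of Ctrl, a difference of -17.3 points (-18.4 to -16.4), and monocyte-like cells were 6.15% (5.50 to 6.84) and 34.4%, a difference of -28.2 points. NK-like cells were 66.6% (65.2 to 67.9) and 23.9%, a difference of 42.7 points (41.0 to 44.4), with 6.68 NK-like cells per T-like cell in aCSF1R and 2.45 in Ctrl. T-like cells were 9.96% (9.15 to 10.8) and 9.73%, a difference of 0.232 points (-0.873 to 1.35) that counting error could cover and that was -1.75 points at Leiden resolution 2. A mixed T sub-cluster led by NK genes held 37.3% of the T-like cells of aCSF1R and 1.35% of those of Ctrl. Without mixed sub-clusters T-like cells were 6.03% (5.39 to 6.72) and 9.45% (8.72 to 10.2), a difference of -3.42 points (-4.40 to -2.43), so the direction rests on how these cells are named. pDC-like cells were 3.20% and 0.938%, and dendritic cell-like cells were 1.81% and 0.889%. Without cells holding over 50% of another lineage's markers these were 1.24% and 0.889% for pDC-like cells (163 to 63 and 57 to 54 cells), and 0.393% and 0.741% for dendritic cell-like cells (92 to 20 and 54 to 45), which turned the direction. Neutrophil-like cells were 0 of 5090, which allows a share of up to 0.0589%, but aCSF1R had the highest UMI floor and the Ctrl neutrophil-like cells had a median of only 5828 UMIs. The gates of T-like cells gave differences within counting error for Foxp3-positive cells (1.43 points, -1.34 to 4.34), CD8-gated cells (-0.900 points) and Tcf7-negative Havcr2-positive cells (2.57 points, -3.84 to 9.05). Without the mixed T sub-clusters the CD8-gated share was 77.9% against 65.0%, a difference of 12.9 points, and above the highest UMI floor the difference was -7.65. Foxp3-positive cells were 16.8% and 11.7% unthinned, and their difference turned to -1.62 with cells named one by one. Cells with Cd4 and without Cd8 genes were 2.37% (1.23 to 4.10) of T-like cells in aCSF1R and 6.43% (4.59 to 8.72) in Ctrl, a difference of -4.06 points (-6.55 to -1.63) that was -1.53 above the highest UMI floor. Cells with Tcf7 and without Havcr2 were 2.47% (1.07 to 4.81) and 7.05% (4.70 to 10.1) of CD8-gated cells, a difference of -4.58 points that was -0.854 with Scrublet calls removed. The intervals overlapped, and with Scrublet calls removed they were 1.51 to 5.67 and 2.24 to 6.48, but overlap does not test the difference. At 4000 UMIs per cell the shares were 5.65% (3.48 to 8.59) and 10.8% (7.93 to 14.2). The share was lower in aCSF1R in each of these runs, but the size of the difference moved with the run. NK-like cells of aCSF1R carried Tcf7 themselves, in 4.84% of cells (25.9% unthinned), so they give no background for it. Macrophage-like cells of aCSF1R were too few, at 39, to give one. The Tcf7-negative Havcr2-positive difference was 11.3 points at 4000 UMIs per cell and 14.3 points without the mixed T sub-clusters.

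NK-like cells of aCSF1R were spread over clusters 5 (28.9%), 0 (26.9%) and 6 (21.3%, led by cell cycle genes), and the largest part of those of Ctrl lay in cluster 0. Their IFN-alpha response list had a median of 0.59 (0.53 to 0.61) with 13 of 25 members higher and 0 lower, and Isg15, an interferon-induced modifier protein, was 216.5 CPM against 66.1 CPM in Ctrl. Slc7a5, an amino acid transporter, was 63.1 CPM against 6.74 CPM. The chemokines list had -0.38 with 5 of 14 lower, among them Ccl5 at -1.13, and the granzyme Gzmf was 2786 CPM against 9751 CPM. The median of all genes in CD8-gated cells was 0.16, and 0.03 with TMM scaling. Relative to it, IFN-alpha response genes had a median of 0.40 with 12 of 25 higher and 0 lower, the drug targets and ligands list 0.65 with 4 of 7 higher and 1 lower, and Gzmf -2.85. NK genes were part of this sum too, as the mature circulating NK list had a relative median of 0.54 and Tyrobp, Car2 and Fcer1g had relative ratios of 2.08, 2.07 and 1.63. Without the mixed T sub-clusters 243 of the 353 cells were left. The medians of the NK, drug target and IFN-alpha lists, before the median of all genes is taken off, were then 0.46, 0.44 and 0.48, against 0.70, 0.81 and 0.56. T cell exhaustion genes had a relative median of 0.04 and cytotoxic effector genes -0.15, and with TMM scaling these were -0.03 and -0.23. Cluster 3 held 44.0% of T-like cells of aCSF1R and 39.9% of those of Ctrl.

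Monocyte-like cells of aCSF1R, 55.0% of them in cluster 4 against 25.6% in Ctrl, had a median of all genes of 0.11, and -0.04 with TMM scaling. MHC class II presentation genes had a relative median of -1.50 with 7 of 9 lower and 0 higher. Cd74, the chaperone of MHC class II, was 122.2 CPM against 1274 CPM, and H2-Ab1 was 33.2 CPM against 419.4 CPM. The cell cycle list had a relative median of 0.81 with 19 of 23 higher, and Mki67, a proliferation marker, was 72.6 CPM against 10.4 CPM. The relative medians were -1.10 for complement and phagocytosis (11 of 17 lower, 2 higher), -1.21 for chemokines (11 of 16 lower), -0.71 for the alternative and tissue-repair macrophage list (8 of 15 lower) and -0.78 for hypoxia (10 of 15 lower). Csf1r was 240.9 CPM against 279.5 CPM.

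BF10 against IL-10-Fc asks what joining the antibody to IL-10 adds to the cytokine. T-like cells were 22.6% of BF10 and 14.2% of IL-10-Fc, a difference of 8.36 points (6.67 to 10.0) that was 4.29 among cells of named classes, as unnamed clusters held 29.9% of IL-10-Fc cells. Macrophage-like cells were 5.95% and 10.7%, a difference of -4.73 points. Monocyte-like cells differed by -1.43 points, which turned to 2.54 above the UMI floor of the pair, and NK-like cells by 2.45 points, which turned to -8.18 when cells were named one by one. The Foxp3-positive share of T-like cells was 1.82% in BF10 and 7.97% in IL-10-Fc, a difference of -6.15 points that was -2.86 without the mixed T sub-clusters. It was -0.902 in the run without the upper gene limit, where cells were named anew and 47 of the 68 Foxp3-positive T-like cells of IL-10-Fc were unnamed, and -1.37 with Scrublet calls removed as well. CD8-gated cells differed by 6.59 points (2.02 to 11.4), which turned to -1.39 in that run. Tcf7-negative Havcr2-positive cells were 38.5% and 28.3% of CD8-gated cells, a difference of 10.2 points (4.23 to 15.8) that was 17.3 at 4000 UMIs per cell and 17.5 without the upper gene limit. In CD8-gated cells the T cell exhaustion list had a median of 0.21 with 2 of 12 members higher and 2 lower, where Lag3 had 0.84, Havcr2 0.69, Tox -0.90 and Ctla4 -1.40, and this median was 0.00 with cells thinned to 2000 UMIs. The granzymes Gzmd and Gzmg were lower at -2.45 and -2.56. A mixed T sub-cluster led by NK genes and Gzmg held 14.7% of T-like cells of IL-10-Fc and 3.83% of those of BF10, and without mixed sub-clusters Gzmd and Gzmg had -2.01 and -2.85. The cytotoxic effector list had a median of 0.19 with 6 of 16 higher and 5 lower, and the immediate early and dissociation stress list had -0.33 with 7 of 21 lower and 3 higher.

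NK-like cells of BF10 lay mostly in cluster 7, and the largest part of those of IL-10-Fc lay in cluster 0 (40.8%), and the metallothionein genes Mt1 and Mt2 had ratios of -2.97 and -2.82. In macrophage-like cells of cluster 2, IFN-gamma response genes had a median of 0.26 with 5 of 28 higher and 1 lower, Nos2 had a ratio of 1.59, and Spp1, a secreted matrix protein gene, was 5123 CPM against 1315 CPM. Monocyte-like cells were mostly cluster 4 in BF10 and cluster 1 in IL-10-Fc, and their median of all genes was 0.12, or 0.02 with TMM scaling. Relative medians there were -0.79 for the IFN-alpha response list (13 of 25 lower) and -1.07 for chemokines (9 of 16 lower, 1 higher). Cx3cr1 and Ace, genes of patrolling monocytes, had relative ratios of 1.76 and 1.54.

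BF10 against aCSF1R asks what IL-10 adds to receptor blockade. T-like cells were 22.6% of BF10 and 9.96% of aCSF1R, a difference of 12.6 points, NK-like cells were 31.4% and 66.6%, a difference of -35.1 points, and macrophage-like cells were 5.95% and 0.766%, a difference of 5.18 points. Monocyte-like cells differed by 4.39 points, which turned to -4.83 when cells were named one by one. Neutrophil-like cells were 19.8% of BF10 and 0 of 5090 in aCSF1R, and above the higher floor of this pair the BF10 share was 1.31% (0.928 to 1.79), with 38 of its 962 such cells. The Foxp3-positive share differed by -4.68 points, which was -1.04 in the run without the upper gene limit, where 69 of the 85 Foxp3-positive T-like cells of aCSF1R were unnamed, and -0.839 with Scrublet calls removed as well. CD8-gated cells differed by 15.7 points, which was 1.61 without the mixed T sub-clusters, and the Tcf7-negative Havcr2-positive share by 11.6 points (5.65 to 17.2). In CD8-gated cells the cytotoxic effector list had a median of 0.68 (0.63 to 0.76) with 10 of 16 higher and 1 lower, and Ccl3 and Csf1 had ratios of 2.57 and 2.04. The cell cycle list had -0.62 with 14 of 24 lower, and the IFN-alpha response list had -0.52 with 11 of 25 lower in CD8-gated cells and again -0.52 with 11 of 25 lower in NK-like cells. The CD8-gated sums hold cells of mixed T sub-clusters: without them 243 of 353 cells of aCSF1R and 840 of 897 of BF10 are left. In CD8-gated cells the immediate early genes Fosb and Nr4a1 were among the lowest named genes, at -2.40 and -2.24. In NK-like cells, mostly cluster 7 in BF10 and spread over clusters 5, 0 and 6 in aCSF1R, Ccl4 and Ccl5 had ratios of 2.35 and 1.62. Among their lowest named genes were Nr4a1, Fosb and Atf3 of the immediate early and dissociation stress list, at -2.28, -2.23 and -1.96. No member of that list was among the highest named genes of either class. In monocyte-like cells, mostly cluster 4 in both libraries, MHC class II presentation genes had a median of 3.60 (3.40 to 3.69) with 7 of 7 members higher, Cd74 had 3.69, and Saa3 was 2784 CPM against 57.4 CPM.

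Lists that the study scored or named on bulk tumours of the same model were also counted. The expanded immune signature, which was published before the study, had a median of 0.59 (0.54 to 0.65) in CD8-gated cells of BF10 against Ctrl, with 7 of 13 measured members higher and 1 lower. Genes that the study named as lower with aCSF1R in bulk tumours had a median of -0.98 in monocyte-like cells of aCSF1R against Ctrl, with 7 of 7 lower, among them Dpep2 at -1.39. Clec4a, as the study wrote it, was matched to the mouse genes Clec4a1, Clec4a2 and Clec4a3, so this list holds genes that the study did not name itself. This list and the next were chosen on the same treatments, so they are not independent evidence of direction. Genes that it named as higher with IL-10-Fc and BF10 had 3 of 7 members measured in monocyte-like cells of BF10 against Ctrl, with a median of 1.15 and 2 higher. That list holds Mmp9 and Elane, which are also on neutrophil lists, so free neutrophil RNA was not told apart there either.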

Values the study reported

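The study analysed 19,558 cells after its filter and sorted them into 7 groups. It described T cells as most enriched with BF10, tumour-associated macrophages as depleted with aCSF1R and reduced with BF10, and monocytes as reduced with every treatment. NK cells were described as most enriched with aCSF1R, and neutrophils as more frequent with BF10. Regulatory T cells were described as less frequent and terminally exhausted CD8 T cells as more frequent with BF10. With IL-10-Fc the study described a smaller rise of terminally exhausted cells and no significant effect on regulatory T cells. It saw no effect of aCSF1R on the make-up of T cells. Its flow cytometry gave more terminally exhausted cells with BF10 and a mild rise of progenitor exhausted cells. With IL-10-Fc it gave more progenitor exhausted cells and no significant change of terminally exhausted cells. That gate used TCF1 and TIM-3 protein among CD8 T cells positive for CD44 and PD-1. The gates here used RNA and set no condition on Cd44 or Pdcd1.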

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

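The tests of UMI floors, of Ptprc and of NK-like cells per T-like cell were chosen only after the results were seen, as were the limits that picked the opposite list medians and the unnamed clusters, while the tests of S100a9, of leukocyte markers and of Rhox5 in other classes were set beforehand.

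Neutrophil-like cells of BF10 stood out because their share was far above that of the other libraries. A lower UMI floor was not the whole cause against Ctrl, since the share was 9.73% (8.84 to 10.7) above the Ctrl floor with 0.708% in Ctrl, but the difference against Ctrl was 9.02 points there and 19.1 points without a floor. S100a9 in the other main classes of BF10 reached at most 3.85% of its level in neutrophil-like cells. Since S100a9 was on the marker list that named these cells, this cannot decide whether free neutrophil RNA was a cause. Against aCSF1R the floor stays open as a cause, because only 38 of the 962 cells lay above that floor (1.31% of BF10, and 0 in aCSF1R), 12 of them with over 50% of another lineage's markers. More neutrophils in BF10 than in Ctrl may therefore be part of the pattern, but its size stays open because their median of 5120.5 UMIs lies below the lowest UMI count of every other library, and loss of fragile neutrophils in the handling of the other libraries was not tested.

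Cluster 14 was 13.2% of IL-10-Fc cells, against 0.395% of Ctrl, 0.413% of aCSF1R and 0.185% of BF10, and was in no comparison. It was picked as the unnamed cluster with the lowest Ptprc, which encodes CD45. Its Ptprc was 3.74% of the lowest level in a main class of IL-10-Fc (18.1 CPM against 484.5 CPM). This restates the choice, so it does not test whether cells other than leukocytes were carried through the CD45 selection. The cluster was led by Rhox5 (ENSMUSG00000095180, chromosome X, 37804842 to 37808876), and its cell type stays open, as Krt5 and Epcam, carcinoma markers, were nearly absent. Only 4.87% of the cluster's IL-10-Fc cells (21 of 431) had UMIs of most markers of a leukocyte lineage. This argues against doublets of leukocytes, although a choice by low Ptprc made it likely. Rhox5 in the main classes reached at most 1.71% of its level in the cluster. As Rhox5 was the cluster's top gene, this cannot decide on free RNA of broken cells. Rhox5 was also found in 843 of the 861 IL-10-Fc barcodes removed for too many genes, so shares of that library move with the upper gene limit, and no biological explanation was tested.

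The NK-like share of aCSF1R was far above the other libraries. Fewer macrophage-like and monocyte-like cells in the denominator were not the whole cause, since NK-like cells per T-like cell were 2.72 times (2.38 to 3.11) those of Ctrl. The higher UMI floor of aCSF1R was not the whole cause either, since above the highest floor the ratio was still 2.06 times (1.78 to 2.38). More NK cells under receptor blockade, or fewer T cells, may remain, and differences between mice were not tested.

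Among 13 of the 26 lists, some lay apart in opposite directions in 2 classes of the same comparison, and the difference was not tested for any of them. The search was narrowed to lists not named after a cell type only after the data were seen, which left out the cytotoxic effector, pro-inflammatory macrophage and tumour-associated neutrophil lists. In BF10 against Ctrl the IFN-alpha response list had a median of 0.33 in macrophage-like and -1.12 in monocyte-like cells. Monocyte-like cells lay mostly in cluster 4 in BF10 and in cluster 1, led partly by interferon-induced genes, in Ctrl. In the same comparison MHC class II presentation had 0.41 in monocyte-like and -0.59 in macrophage-like cells, but relative to the median of all genes the first was 0.25, under the limit of 0.3 that picked these lists, so no opposite direction is read there. In IL-10-Fc against Ctrl MHC class II presentation had 0.66 in CD8-gated and -0.48 in macrophage-like cells, but the CD8-gated median turned to -0.18 without the upper gene limit and to -0.12 with cells of mixed lineage left out, so no such direction is read there either. In aCSF1R against Ctrl the IFN-alpha response list had 0.59 in NK-like and -0.35 in monocyte-like cells. Cluster 20, which was led by neutrophil genes and also held T cell genes, was 3.62% of BF10 cells and 0.165% of Ctrl cells, was in no comparison, and the difference was not tested.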

How the results depend on the processing

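The removal of top Scrublet scores, the UMI floors, named classes as denominator, the mixed T sub-clusters, the rule of over 50% of another lineage's markers, and the lifted gene limit for T cell gates and lists were chosen only after the results were seen. Of 325 values for class share differences under other settings, 306 kept their sign, 186 stayed within counting error and 128 moved beyond it. For T cell gates 161 of 180 kept their sign and 139 stayed within counting error, for list medians 5242 of 5623 and 3820, and for named genes all 1980 and 1416. Named genes were still named for 148 of 180 without the free RNA rule and for 142 with cells of mixed lineage left out. The CD8-gated sums lost most with cells of mixed lineage left out. There aCSF1R against Ctrl kept 1 of 5 higher and 2 of 5 lower genes. IL-10-Fc against Ctrl kept 2 of 5 on each side. The rule that leaves out cells with 2 markers of another lineage gave no value, since it left under 50 cells in every sum compared. No paired analysis was possible because each group is 1 sample, all replicate number 1. Differences in depth limit shares of shallow cells, and with 1 library per group no setting speaks to variation between mice. Values below are percentage points for shares and log2 for lists, and for each the cause was not tested.

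With the UMI floor of the pair, the T-like difference was 15.4 for BF10 against Ctrl, 1.96 for aCSF1R against Ctrl and 11.3 for BF10 against IL-10-Fc. NK-like and macrophage-like cells of aCSF1R against Ctrl gave 40.6 and -16.3, monocyte-like cells of BF10 against Ctrl -22.1, and neutrophil-like cells of BF10 against Ctrl 9.02, while monocyte-like cells of BF10 against IL-10-Fc turned to 2.54. With the highest UMI floor the T-like values were 15.9, 1.96 and 11.1 in the same order. NK-like cells of aCSF1R gave 40.6, macrophage-like cells -10.7 for BF10 and -16.3 for aCSF1R, monocyte-like cells -18.2 for BF10 and neutrophil-like cells 1.29 for BF10, all against Ctrl, and monocyte-like cells of BF10 against IL-10-Fc turned to 4.67. Tcf7-negative Havcr2-positive cells gave 20.2 against Ctrl and 18.5 against IL-10-Fc for BF10, and the IFN-alpha list of BF10 monocyte-like cells gave -1.18 against Ctrl.

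Without the upper gene limit, T-like cells gave 1.23 for IL-10-Fc against Ctrl and 12.0 for BF10 against IL-10-Fc, while NK-like cells of IL-10-Fc against Ctrl turned to -0.378 and monocyte-like cells of BF10 against IL-10-Fc to 0.977. In that setting Foxp3-positive cells of BF10 against Ctrl gave -0.752, Tcf7-negative Havcr2-positive cells gave 21.6 for BF10 against Ctrl, 17.5 against IL-10-Fc and 17.3 against aCSF1R, and the CD8-gated share of BF10 against IL-10-Fc turned to -1.39. The IFN-alpha list of BF10 monocyte-like cells gave -1.20 and the MHC class II list of IL-10-Fc CD8-gated cells turned to -0.18. This setting clusters and names the cells anew, and 57 of the 69 Foxp3-positive T-like cells of Ctrl were unnamed in it, so its values cannot be put down to the limit alone. Both Scrublet settings also lift this limit and cluster anew, so their values cannot be put down to the removal of doublets alone. With Scrublet calls removed the first 4 were 1.10, 11.9, -1.07 and 0.947, and with top Scrublet scores removed 1.37, 11.4, -1.70 and 0.525. With Scrublet calls removed, BF10 against Ctrl gave 11.7 for neutrophil-like cells, -0.664 for Foxp3-positive cells and 19.9 for Tcf7-negative Havcr2-positive cells, and the CD8-gated share of BF10 against IL-10-Fc turned to -2.09. In the same setting the cytotoxic list of BF10 CD8-gated cells gave 0.77, the IFN-gamma list of BF10 macrophage-like cells 0.44, and the MHC class II list of IL-10-Fc CD8-gated cells turned to -0.014. With top Scrublet scores removed, NK-like cells gave 40.9 for aCSF1R and neutrophil-like cells 20.5 for BF10 against Ctrl. The lists gave 0.75 for cytotoxic, 0.63 for IFN-gamma and -1.18 for IFN-alpha, in the cells named above. In that setting complement and immature neutrophil genes of Foxp3-positive cells turned to 0.23 and 0.99 for aCSF1R against Ctrl, and immature neutrophil genes of BF10 macrophage-like cells against IL-10-Fc to -0.36. For aCSF1R against Ctrl, complement genes of dendritic cell-like cells turned to 0.35 with Scrublet calls removed. With cells thinned to 2000 UMIs, tissue-resident NK genes of dendritic cell-like cells turned to -0.89 and progenitor T cell genes of pDC-like cells to -0.71, and the latter turned to -0.14 with cells of mixed lineage left out. With a minimum of 200 genes, NK-like cells of aCSF1R gave 39.9 and neutrophil-like cells of BF10 14.6.

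At resolution 0.5, NK-like cells of aCSF1R gave 40.0. At resolution 2, T-like cells gave -1.75 for aCSF1R against Ctrl and 14.1 for BF10 against aCSF1R, and macrophage-like cells of aCSF1R -14.6. With cells named one by one, T-like cells gave 14.3 for BF10 and 5.94 for IL-10-Fc, NK-like cells 37.5 for aCSF1R, monocyte-like cells -26.4 and neutrophil-like cells 21.3 for BF10. In that setting NK-like cells of BF10 against IL-10-Fc turned to -8.18 and monocyte-like cells of BF10 against aCSF1R to -4.83. With the 4 main classes as denominator, T-like cells gave 20.7 for BF10, 10.3 for IL-10-Fc, 10.4 for BF10 against IL-10-Fc and 20.1 for BF10 against aCSF1R, and aCSF1R gave 52.0 for NK-like and -20.1 for macrophage-like cells. With named classes as denominator, T-like cells gave 9.27 for IL-10-Fc and 4.29 for BF10 against IL-10-Fc, and aCSF1R gave 48.1 for NK-like and -19.6 for macrophage-like cells. BF10 gave -14.0 for macrophage-like, -27.3 for monocyte-like and 20.7 for neutrophil-like cells, and NK-like cells of BF10 against IL-10-Fc turned to -7.14.

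At 4000 UMIs, Tcf7-negative Havcr2-positive cells gave 24.3 for BF10, 11.3 for aCSF1R and 17.3 for BF10 against IL-10-Fc, and without mixed T sub-clusters 22.8 for BF10 and 14.3 for aCSF1R. T-like cells without mixed T sub-clusters gave 2.21 for IL-10-Fc, -3.42 for aCSF1R and 15.2 for BF10 against aCSF1R, and 2.03, -2.72 and 14.7 with cells of mixed lineage left out. Without thinning, Foxp3-positive cells of BF10 gave -8.30. With TMM scaling the exhaustion, cytotoxic and monocyte IFN-alpha medians of BF10 against Ctrl were 0.17, 0.56 and -1.42. Without mitochondrial, ribosomal and haemoglobin genes, exhaustion, cytotoxic and macrophage IFN-gamma medians were 0.14, 0.52 and 0.45. The IFN-alpha median was -1.18 with a pseudocount of 1 CPM, and the cytotoxic median 0.62 with cells thinned to 2000 UMIs, where the expanded immune signature of BF10 monocyte-like cells turned to -0.11. With cells of mixed lineage left out, the IFN-alpha median was -1.28. In that setting the MHC class II list of IL-10-Fc CD8-gated cells turned to -0.12, mature NK genes of BF10 macrophage-like cells to -0.17, immature neutrophil genes of BF10 macrophage-like cells against IL-10-Fc to -0.089, and the expanded immune signature of BF10 monocyte-like cells to -0.086.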

Other observations

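Dendritic cell-like and pDC-like cells could be compared only between aCSF1R and Ctrl, with 92 against 54 and 163 against 57 cells. Of these, 20 against 45 and 63 against 54 were left without cells holding over 50% of another lineage's markers, so the values of aCSF1R below rest mainly on cells with markers of other lineages, and the dendritic cell-like cells left are too few to compare. UMIs per cell were 31621 in aCSF1R and 15756.8 in Ctrl for dendritic cell-like cells, and 25763 and 14211.2 for pDC-like cells. The median of all genes was 0.30 in dendritic cell-like cells and 0.22 in pDC-like cells (0.19 and 0.15 with TMM scaling), and list medians are given relative to it. In dendritic cell-like cells, MHC class II presentation genes had a relative median of -2.53 with 7 of 7 measured members lower, and Cd74 was 841.8 CPM in aCSF1R and 3974 CPM in Ctrl. In pDC-like cells these genes had -1.05 with 6 of 7 lower. The cell cycle list had a relative median of 0.66 with 17 of 23 members higher in dendritic cell-like cells and 0.96 with 23 of 24 higher in pDC-like cells. The IFN-alpha response list had 0.35 with 14 of 25 higher and 0.56 with 14 of 25 higher, and Isg15 was 1003 CPM against 632.3 CPM in dendritic cell-like cells. In the pDC-like cells left without other lineages' markers, the MHC class II, cell cycle and IFN-alpha medians were -0.45, 1.30 and 0.76, against -0.84, 1.17 and 0.78 in all of them, each before the median of all genes is taken off.

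Foxp3-positive T-like cells of aCSF1R, 85 cells, had a Treg program median of -0.56 against Ctrl, with 0 of 11 members higher and 5 lower. Their cytotoxic effector list had 1.37 with 13 of 16 higher, and their mature circulating NK list had 1.65 with 7 of 11 higher, so genes of NK cells were part of this sum. BF10 had 37 such cells and was not compared. Cluster 10, led by the granzyme genes Gzmg and Gzmf, was 4.44% of Ctrl, 8.38% of IL-10-Fc, 2.42% of aCSF1R and 1.19% of BF10 cells and stayed unnamed although it had 80% of the NK markers. The NK-like shares and sums above leave its cells out, so differences of NK-like shares depend on its naming. Cluster 11, which mixed genes of monocytes and lymphocytes, was 2.34%, 5.51%, 6.17% and 1.73% in the same order, and cluster 17, led by MHC class II and haemoglobin genes, was 3.26%, 0.918%, 1.91% and 0.905%.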
